A study of Mus musculus with 6 samples.

How the data were processed

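Bulk RNA sequencing libraries were made from mouse induced pluripotent stem cells (iPSCs), which are cells reprogrammed to an embryonic stem cell-like state. Per the labels, 3 libraries came from cells in which the gene of serum response factor (SRF) was deleted (SRF KO) and 3 from cells that carry the intact conditional allele (WT). Per the labels' protocols, both were grown in medium with serum, total RNA was taken with TRIzol, and paired reads of 150 bp were sequenced on an Illumina HiSeq instrument. Adaptor, low-quality and empty reads were removed by the authors, per the labels' protocols. The labels do not name the aligner, the counting program, the genome build, the annotation or whether counting used strand, and they do not say whether the replicates are separate clones or separate cultures of 1 clone, or whether feeder cells were used.

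The deposited table holds whole-number counts of reads for each gene and each transposable element subfamily in each library, without normalization, judged from its values. It has 24421 gene entries and 1146 transposable element entries, the latter named by subfamily, family and class. Each of the 6 columns was matched to its sample by its name. Because the counting rule is unknown, values of multicopy gene families, of transposable elements and of overlapping or antisense genes are uncertain. Reads that fit several copies can have been split between copies, given to 1 of them or dropped. Gene symbols are those of the table. Since no build is named, no coordinates are given, and GENCODE M21 (assembly GRCm38) was used only for chromosome membership, the order of genes, transcript length and GC content, which it gave for 99.4% of the 14778 genes tested.

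Total counts were between 26321602 and 36680156 per library. Counting error alone gives a gene with 100 counts a relative error of 10%, and a count of 0 allows up to 3 counts, which is between 0.0828 and 0.117 CPM (counts scaled to a common library total) in these libraries. These figures cover counting error only, since reads without molecular identifiers are not independent molecules.

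All entries were fitted together in R 4.3.3. Entries with too few counts were removed with edgeR's filterByExpr, with its minimum count of 10. Library sizes were scaled with TMM (trimmed mean of M values), and SRF KO was compared with WT by edgeR's quasi-likelihood test (edgeR 4.0.16), with Benjamini-Hochberg adjustment over all genes and subfamilies tested and a threshold of 0.05 on the adjusted p. Levels are TMM-scaled CPM. Fold changes are log2 of SRF KO over WT with a standard error (SE). Where all libraries of a group were at or under 3 counts, the fold is given as a lower bound against that floor. The replicate number was not a term in the model.

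The comparison, the tests, the alternatives, the lists of genes and the rule for naming genes were fixed before the data were examined. The 10 lists were typed from general knowledge of SRF targets, pluripotent states, germ layers and fibroblasts that can serve as feeder cells. They are actin-cytoskeleton targets of SRF, immediate-early targets of SRF, pluripotency, 2-cell-like state, primed epiblast, ectoderm, mesoderm, endoderm, trophoblast and feeder fibroblast. No gene tested was on more than 1 list. Each list was tested with camera in limma 3.58.1 on voom values, two-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 10 lists. The named genes are Srf, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 50 counts and no overlap between groups, up to 4 genes per list with the smallest p among those past the threshold, the MERVL elements MERVL-int and MT2_Mm, and the 3 transposable element subfamilies with the smallest adjusted p in each direction. Other genes that are named were chosen after their values were seen, and the text says so.

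The spread between replicates was measured as the ratio of edgeR common dispersions estimated within each group. It covered 12920 entries, genes and transposable element subfamilies together, with a mean of at least 50 counts. The ratio of the median SDs of log2 CPM was given beside it. This second ratio had an exact two-sided permutation test over the 20 assignments of the libraries to the groups. The test was made on residuals from the group means, so that the difference between the groups does not enter it. It describes differences between libraries, not between cells. Replicate libraries were compared in pairs by a chi-square test of their counts. The chi-square per degree of freedom was between 1.92 and 17.1, so that no pair agreed within sampling noise and each library counted as 1 replicate.

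The scripts were tested on simulated data drawn from the real means and library sizes for 15611 features, of which 200 were changed by known amounts. The changed features had a mean of at least 50 counts and a set absolute log2 fold change of at least 1. Both groups were given the same dispersion trend. edgeR recovered 100% of the changed features, with 4.76% false calls among its calls. DESeq2 1.42.0 recovered 99% with 3.41% false calls, and voom 100% with 4.31%. Genes called in the real data had a median absolute log2 fold change of 0.44, so that these rates do not describe most real calls.

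The alternatives were DESeq2 size factors and upper-quartile scaling in edgeR, a mean of at least 10 counts or no filter, DESeq2's Wald test, limma-voom, gene entries alone, a replicate block, an adjusted p of 0.01, an absolute log2 fold change of at least 1, camera with an estimated correlation, fry, and each library left out in turn. Random lists in the closing tests were 10000 draws matched on mean expression. Figures were drawn with matplotlib 3.10.9. The single-cell part of the study was not analysed here, and 1 gene that the naming rule selects is not reported here.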

Results

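Serum response factor is a transcription factor that acts with actin-regulated cofactors on cytoskeletal genes and with growth factor-regulated cofactors on immediate-early genes. To determine how gene expression in pluripotent cells differs without it, RNA of mouse iPSCs was compared between 3 SRF KO and 3 WT libraries. Total counts were 26464092, 26413409 and 28407021 in SRF KO replicates 1 to 3 and 36680156, 26321602 and 28804289 in WT replicates 1 to 3. Transposable elements took 5.22% ± 0.189 of the counts in SRF KO and 5.20% ± 0.235 in WT (SD, n = 3), a difference smaller than the SD of either group. The 20 most abundant genes took between 7.03% and 7.80% of gene counts in every library. In a principal component analysis of log2 CPM, the first component held 76.2% of the variance and separated the groups. The second held 10.4%, on which WT replicate 2 lay at -23.1 and the other WT libraries at 9.28 and 15.5.

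The targeted gene was examined first. Srf had 113, 84 and 131 counts in the SRF KO libraries and 1326, 765 and 1066 counts in the WT libraries. Its level was 3.97 ± 0.707 CPM in SRF KO and 34.5 ± 4.14 CPM in WT (SD, n = 3), so that SRF KO held 11.5% of the WT level. The log2 fold change was -3.12 (SE 0.13), with an adjusted p of 8.1e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out SRF KO replicate 2 moved this value most, to -2.98. The labels and the targeted gene therefore pointed the same way in all 6 libraries.

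Next, all genes were compared. Of 14778 genes tested, 3132 were higher and 3141 lower in SRF KO at an adjusted p under 0.05, together 6273 or 42.4% of those tested. Most of these differences were small, with a median absolute log2 fold change of 0.44. Requiring an absolute log2 fold change of at least 1 moved the counts most, to 817 genes higher and 260 lower. For 7783 genes (52.7%) the 3 SRF KO values did not overlap the 3 WT values, against 10% by chance. The plot of fold change against mean level shows the same excess of large rises over large falls.

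**Figure D1:**
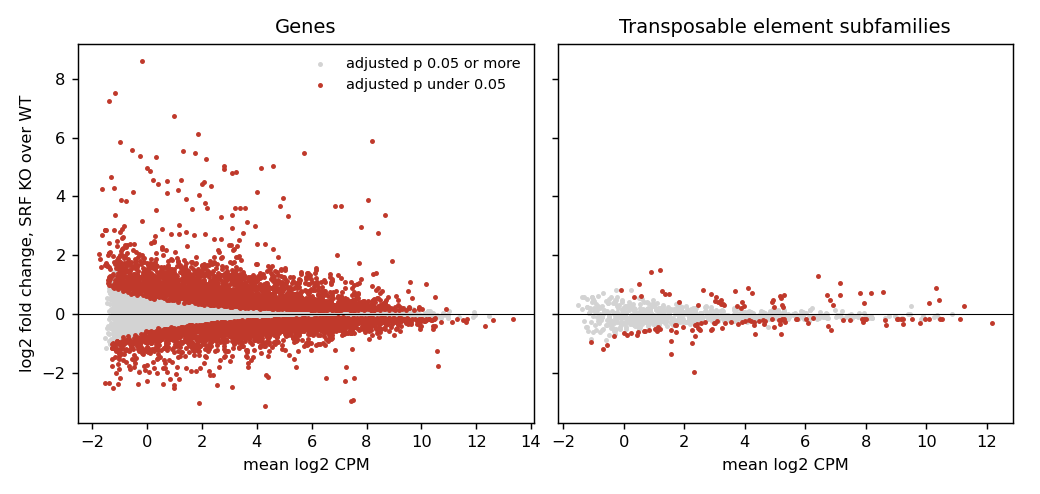
Log2 fold change of SRF KO over WT (y axis) against mean log2 CPM (x axis) for each gene (left) and each transposable element subfamily (right), with red points at an adjusted p under 0.05. Among genes, 817 red points lie at or above 1 and 260 at or below -1, while among subfamilies 5 lie on each side, and the fitted changes of genes with almost no counts in 1 group depend on the prior count.

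Among the largest rises, Habp2 had 122, 102 and 101 counts in the SRF KO libraries and 1, 0 and 2 in the WT libraries. It was at least 39.1-fold higher in SRF KO, computed against a floor of 3 counts (adjusted p 7.4e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for all adjusted p-values of single genes here). Cubn rose from 9.80 ± 0.653 to 576 ± 29.2 CPM (SD, n = 3), a log2 fold change of 5.88 (SE 0.07, edgeR adjusted p 4.2e-13). Aqp8, Hnf4a and Tfec had log2 fold changes of 6.13, 5.54 and 5.49, each with at most 7 counts in any WT library. After Srf itself, the largest falls were those of Wnt7b at -3.05, Klhl13 at -2.97, Fos at -2.93 and Trim67 at -2.53. Klhl13 went from 305 ± 15.97 CPM in WT to 39.0 ± 0.756 CPM in SRF KO (SD, n = 3, edgeR adjusted p 9.2e-12).

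To ask whether known SRF targets fell together, lists of such genes were tested. Of 13 immediate-early targets, 8 were lower and 1 was higher, with a median log2 fold change of -0.29 and a camera adjusted p of 0.000888. Fos fell from 321 ± 10.2 to 42.2 ± 2.35 CPM and Egr1 from 248 ± 23.0 to 50.7 ± 3.55 CPM (SD, n = 3), with log2 fold changes of -2.93 and -2.29. Fosb and Egr2 changed by -1.19 and -1.40. The 30 actin-cytoskeleton targets moved both ways, with 14 higher, 12 lower, a median of 0.08 and a camera adjusted p of 0.385. This median was 0.03 without WT replicate 2, 0.14 without SRF KO replicate 2 and 0.13 without WT replicate 3. Within the list, the cytoplasmic actins Actg1 and Actb fell by 1.75 and 1.26 on the log2 scale, while the smooth muscle genes Acta2 and Tagln rose by 1.23 and 1.02. Actins are a family of similar genes with many pseudogenes, so that their single values depend on the unknown counting rule.

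**Figure D2:**
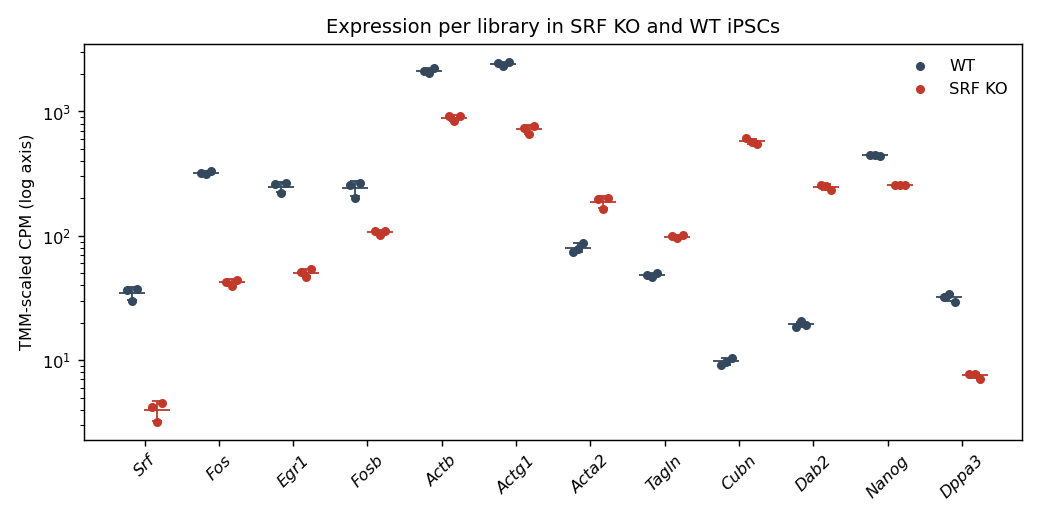
TMM-scaled CPM of 12 named genes (log axis) in each WT library (dark points) and each SRF KO library (red points), with the mean and SD of each group as bars. For each gene shown, the 3 SRF KO points lie on one side of the 3 WT points, below for Srf, Fos, Egr1, Fosb, Actb, Actg1, Nanog and Dppa3, and above for Acta2, Tagln, Cubn and Dab2.

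The remaining lists concerned cell state. The pluripotency list fell slightly, with a median of -0.12 over 25 genes and a camera adjusted p of 0.0104. Its calls were 3 higher and 10 lower, 13 in all, and 17 when adjusted over the list alone. For the other 9 lists the count adjusted over the list alone equalled that over all genes tested. Dppa3 fell from 32.0 ± 2.26 to 7.56 ± 0.377 CPM and Nanog from 444 ± 3.01 to 256 ± 2.03 CPM (SD, n = 3), log2 fold changes of -2.08 and -0.79. Tfcp2l1 and Klf4 changed by -0.70 and -0.52. Pou5f1 and Sox2, chosen after their values were seen, changed by -0.08 and -0.19 and did not pass the threshold (edgeR adjusted p 0.258 and 0.0506). Without WT replicate 2 both passed it, at -0.13 and -0.26. Sox2 lay close to the threshold and also passed it under DESeq2 (-0.18), with no filter on low counts (-0.19), with gene entries alone (-0.19) and without SRF KO replicate 2 (-0.23).

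The 17 endoderm genes were all higher in SRF KO, with a median of 3.62 and a camera adjusted p of 2.8e-18. With the 1 gene whose WT libraries were at the floor set to its bound, the median was again 3.62. The smallest rise on the list was 0.33. The list did not separate kinds of endoderm, so that its rise does not say which kind these genes stand for. Besides Cubn, Dab2 rose by 3.68, Pdgfra by 3.35 and Lama1 by 2.76 on the log2 scale. The 16 tested genes of the 2-cell-like list, of 30 listed, were also all higher, with a median of 1.59 and a camera adjusted p of 6.8e-08. These are low values from multicopy families that share reads, such as Zscan4c at 4.03 ± 0.161 CPM in SRF KO and 1.24 ± 0.531 CPM in WT (SD, n = 3). Zscan4c, Zscan4b, Usp17le and Zscan4f had log2 fold changes of 1.73, 1.60, 1.57 and 1.37. All 23 fibroblast genes had positive fold changes, 22 of them past the threshold, with a median of 1.09 and a camera adjusted p of 1.5e-16. Fbn1, Col5a2, Prrx1 and Col3a1 had log2 fold changes of 1.38, 1.22, 1.13 and 1.09.

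Trophoblast genes were lower, with a median of -0.43 over 11 genes, 6 lower, 1 higher and a camera adjusted p of 0.0257. Krt7, Rhox9 and Tfap2c changed by -2.43, -1.85 and -1.10, and Plet1 by 0.54. The primed epiblast, mesoderm and ectoderm lists did not pass the threshold under camera. Their medians were 0.22, 0.09 and 0.05, with adjusted p of 0.460, 0.312 and 0.997, over 12, 11 and 8 genes. The filter on low counts removed 5 of 16 mesoderm and 5 of 13 ectoderm genes, and with no filter these medians were 0.31 and 0.091, including fitted values of genes with very few counts. Leaving out WT replicate 1 raised the mesoderm median to 0.29, and leaving out any of SRF KO replicates 1 to 3 or WT replicate 3 gave between 0.14 and 0.16. Leaving out WT replicate 2 turned the ectoderm median to -0.07, while it was 0.14 without SRF KO replicate 1, 0.08 without SRF KO replicate 3 and 0.08 without WT replicate 3. Single genes on these lists changed in both directions. On the primed epiblast list Fgf5 and Dnmt3a rose by 1.35 and 0.88, and Zic2 and Lef1 fell by 0.96 and 0.82. On the mesoderm list Lhx1, Foxf1 and Kdr rose by 5.27, 1.88 and 1.49, while T fell by 1.15 (all on the log2 scale). On the ectoderm list Nes rose by 0.44, and Map2 and Neurog1 fell by 1.33 and 1.19. The call of Neurog1, which had 0.592 CPM in WT, was lost when SRF KO replicate 1 (-0.84), SRF KO replicate 3 (-1.25) or WT replicate 3 (-0.92) was left out, and under DESeq2 (-1.20).

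The camera test presets the correlation between genes. Of its 6 calls, all 6 were also made by fry, and 1, that of the endoderm list, was made with a correlation estimated from the data.

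**Figure D3:**
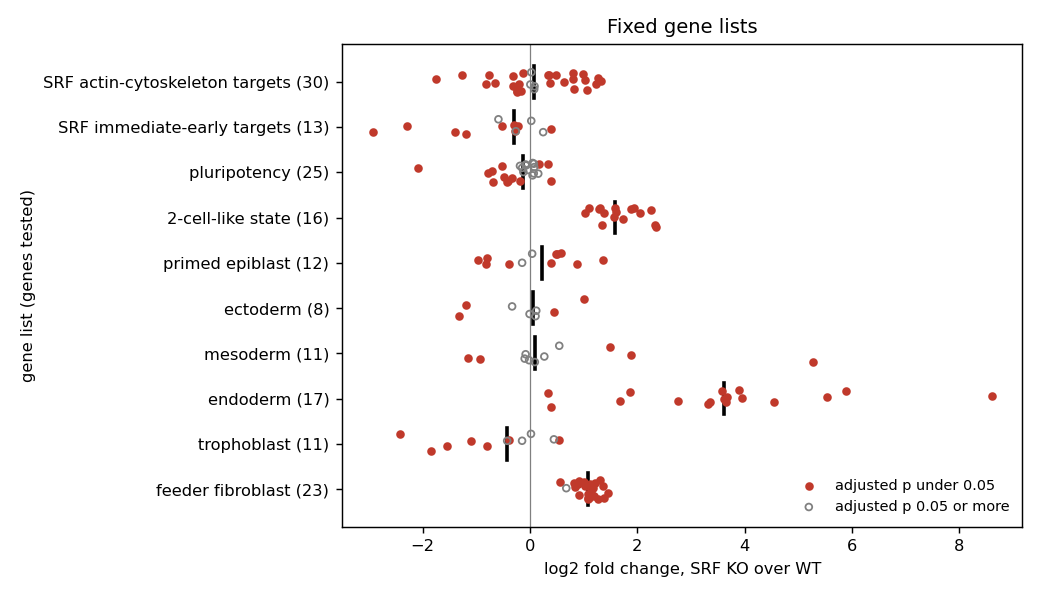
Log2 fold change of SRF KO over WT (x axis) of each tested gene of the 10 lists (y axis), with red points at an adjusted p under 0.05, open points at other values and a black bar at each list's median. The endoderm median lies at 3.62, the 2-cell-like median at 1.59 and the fibroblast median at 1.09, and the endoderm point at 8.60 is the fitted value of a gene at the floor in WT, which depends on the prior count.

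Transposable elements were counted apart. Of 833 subfamilies tested, 49 were higher and 92 lower in SRF KO, and 243 (29.2%) did not overlap between the groups, against 10% by chance. At an absolute log2 fold change of at least 1, which moved these counts most, 5 were higher and 5 lower. The excess of falls turned at an adjusted p under 0.01, with 34 higher and 30 lower. It also turned without SRF KO replicate 3, with 44 higher and 39 lower. DESeq2 gave 42 higher and 56 lower. Without WT replicate 2, 80 were higher. The number lower was 39 without SRF KO replicate 1, 39 without SRF KO replicate 3 and 54 without WT replicate 1. MERVL-int, an element transcribed at the 2-cell stage, rose from 81.5 ± 7.13 to 129 ± 5.24 CPM (SD, n = 3), a log2 fold change of 0.66 (SE 0.06, edgeR adjusted p 9.7e-06). Its long terminal repeat MT2_Mm rose by 0.46 (SE 0.06, edgeR adjusted p 8.4e-05). The rises with the smallest adjusted p were those of MMERVK10C-int (1.30), RLTR1B-int (0.90) and MMVL30-int (0.76), and the falls those of LTR88c (-1.96), RMER16B2 (-0.67) and MURVY-int (-1.36), all as log2 fold changes.

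Because the study's title concerns expression noise, the spread between replicate libraries was compared. The common dispersion was 0.00147 in SRF KO and 0.00579 in WT over 12920 genes and transposable element subfamilies. These are biological coefficients of variation of 3.84% and 7.61% and a ratio of 0.254. The median SD of log2 CPM had a ratio of 0.665, with p of 0.2 in the exact two-sided permutation test of residuals from the group means. Since 0.1 is the smallest p that 3 libraries against 3 allow, this test could not have passed 0.05 and leaves open whether the groups differ in spread. The dispersion ratio, 0.254 with all libraries, was 1.17 without WT replicate 2 and 0.0649 without SRF KO replicate 2. It was 0.404 without SRF KO replicate 1 and 0.154 without WT replicate 1.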

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

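None of the alternatives was chosen after its result was seen. Over the 18 main results, 221 comparisons with an alternative kept their direction and their side of the threshold, or their count within 1.5 times. Of the others, 5 were weaker, 3 stronger, 11 moved and 2 reversed. Srf, MERVL-int and MT2_Mm kept both under all alternatives run for them. The endoderm list did too.

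The number of genes called was between 4731 without SRF KO replicate 1 and 7461 without WT replicate 2 across the fits that each left out one replicate. DESeq2 called 5489 genes, of which 5430 were among the 6273, all with the same sign. At an adjusted p of 0.01, the genes lower fell to 2013. At an absolute log2 fold change of at least 1, genes higher and lower fell to 817 and 260, and subfamilies to 5 and 5. Such thresholds lower counts by construction.

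Subfamilies were less stable. DESeq2 gave 42 higher and 56 lower, and an adjusted p of 0.01 gave 34 higher and 30 lower, so that the excess of falls shrank or turned. It also turned without SRF KO replicate 3, with 44 higher and 39 lower. Across the 6 fits that each left out one replicate, those higher were between 37 and 80 (80 without WT replicate 2) and those lower between 39 and 99 (39 without SRF KO replicate 1 and without SRF KO replicate 3, 54 without WT replicate 1). The cause was not tested.

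With the correlation estimated from the data, camera no longer called the immediate-early (median -0.29), pluripotency (-0.12), 2-cell-like (1.59), trophoblast (-0.43) and fibroblast (1.09) lists. Fry, which tests a list's genes without comparing them with other genes, called in addition the primed epiblast (0.22), ectoderm (0.047) and mesoderm (0.090) lists. The ectoderm median was between -0.074 (without WT replicate 2, reversed) and 0.14 across the fits that each left out one replicate, and the cause was not tested.

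The ratio of replicate dispersions was between 0.0649 and 1.17 across the 6 such fits, and reversed to 1.17 without WT replicate 2. It was 0.0649 without SRF KO replicate 2, 0.404 without SRF KO replicate 1 and 0.154 without WT replicate 1. With 3 libraries per group, 1 library can decide it.

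Whether the replicate numbers pair the libraries stayed open. Same-numbered libraries had low positive correlations of their deviations, of 0.042, 0.203 and 0.096, and differently numbered libraries were not compared. Both replicate 2 libraries lay lowest of their group on the second principal component, at -7.38 in SRF KO and -23.1 in WT. A replicate block raised the gene calls from 6273 to 7512. With a replicate block, 3659 genes were higher and 3853 lower, 62 subfamilies were higher and 138 lower, and Srf was at -3.12. No main call changed under the block, and among the single genes and subfamilies Sox2 passed the threshold (-0.19).

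Among 67 single genes and subfamilies, 6 comparisons were weaker (Neurog1 and Kdm5d), 8 were stronger (Uty, Pou5f1 and Sox2) and 918 were unchanged in direction and call. Depth limits low genes such as Neurog1, with 3 counts in SRF KO replicate 1.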

Other observations

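The tests of GC content, of fibroblast-like cells, of summed gene families, of random lists and of the single WT library were chosen only after the result they test, or the values that fix it, had been seen.

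Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave 6273 genes past the threshold. The largest count among the other splits was 0, or 489 genes at an unadjusted p under 0.05, against 7447 in the real split. For subfamilies 1 split gave as many as 141, with at most 0 in the others, or 41 at an unadjusted p under 0.05. For gene lists 1 split gave as many as 6, but another gave 5, so that the number of lists called by camera separates the real grouping poorly. The other splits mix the groups, so that a real difference between the groups widens their spread, and their counts of 0 say little. With 10 splits the share cannot fall under 0.1. No split bears on a difference between the cultures other than SRF, which the design does not separate from it. A general bias with GC content or transcript length was argued against: across 14690 genes, which are not independent replicates, the larger absolute rank correlation with the fold change was 0.0172.

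The mean level of the fibroblast list was higher in all 3 SRF KO libraries than in any WT library. The most abundant were Bgn (307 ± 36.96 CPM in SRF KO, 135 ± 11.6 in WT), Col1a1 (269 ± 27.9 and 133 ± 17.6) and Fbln2 (233 ± 28.1 and 110 ± 16.2; SD, n = 3). All 23 genes of the list were also above the floor in every WT library. A candidate explanation is a higher share of fibroblast-like cells, such as feeder cells or cells that were not reprogrammed, in the SRF KO cultures. Of the 14 actin-cytoskeleton genes that rose past the threshold, 10 rose by an amount within the range of the fibroblast genes, 0.57 to 1.46, so that such cells could add to these rises. The order of the libraries within both groups did not help to decide. Of the actin-cytoskeleton genes past the threshold, 4 of the 14 higher and 8 of the 12 lower followed the order of the fibroblast list. The order was followed by 13 of 23 fibroblast, 5 of 13 immediate-early, 2 of 25 pluripotency, 2 of 11 trophoblast, 1 of 17 endoderm and 1 of 11 mesoderm genes. It was followed by 0 of 16 2-cell-like, 0 of 12 primed epiblast and 0 of 8 ectoderm genes. The order is thus not specific to fibroblast genes, but it was rare outside the fibroblast and SRF target lists. Of the smooth muscle genes Acta2, Tagln, Cnn1 and Myl9 (chosen after their values were seen), Tagln followed it and the others did not. Another reading is that cells without Srf took on a fibroblast-like state, in which these genes, thought to need SRF in fibroblasts, would rise less than the list. Their median differed from that of the list by -0.078. These readings cannot be told apart, since the genes were chosen from this pattern and their need for SRF was not measured here.

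More fibroblast-like cells do not account for the endoderm list. Its median lay 2.16 above the largest rise of any fibroblast gene, and between 1.98 and 2.18 above it when each library was left out in turn. Of its 17 genes, 15 rose by more than that largest rise. For the 2-cell-like list the same test left the question open. Its median lay 0.127 above the largest rise of a fibroblast gene, with 10 of its 16 genes above it, but at -0.053 without WT replicate 1 and -0.096 without WT replicate 3. Reads moved between the members of a family would raise some members and lower others. All 5 Zscan4 genes rose, so that their sum had to rise as well, by 1.47 on the log2 scale. All 4 tested Usp17l genes rose, and the sum of all 5 in the table, including 1 under the filter on low counts, rose by 1.87. Division of reads among these members is therefore not the cause, while reads from copies outside the table were not tested. Whether all cells changed a little or a few cells changed fully stays open in bulk libraries, and so does a difference between clones.

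Genes of chromosome 8 (GRCm38 assignment) were shifted up as a group, a pattern first noticed in these data. The median log2 fold change of its 780 genes lay 0.149 above that of all autosomal genes, and 70.6% lay above that median. Genes of chromosome 17 (733 genes) lay at -0.101, and the other autosomes and X between -0.058 and 0.024. The shift relative to the WT mean was 0.148, 0.125 and 0.156 for chromosome 8 in the SRF KO libraries and between -0.033 and 0.023 in the WT libraries. For chromosome 17 it was -0.094, -0.118 and -0.101 in SRF KO and between -0.045 and 0.017 in WT. For each chromosome the share of random lists of matched expression with a median as extreme was 1e-04, the smallest that 10000 draws can give. An effect on part of the chromosome was argued against, since all 5 of 5 equal blocks of genes in chromosome order were shifted the same way, by 0.125 to 0.174 on chromosome 8 and by -0.142 to -0.062 on chromosome 17. Among genes with an absolute log2 fold change under 0.5, a choice that itself can pull a shift toward 0, chromosome 8 lay at 0.135, chromosome 17 at -0.063 and chromosome 12 at -0.049. A candidate explanation is a copy number difference of whole chromosomes in part of the cells. An extra copy in every cell would shift genes by 0.585. By proportion, from the shift over all genes, 21.7% of SRF KO cells with an extra chromosome 8 would give the shift seen, as would 14.6% of WT cells with an extra chromosome 17 or 13.6% of SRF KO cells lacking a copy. Copy number was not measured here. If the explanation is right, small calls on these chromosomes could reflect dosage and not SRF.

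Imprinted genes also changed. Grb10 fell by 2.20 on the log2 scale, which prompted a list of other imprinted genes, typed after the largest changes had been seen. Over 36 of them without Grb10 the median absolute log2 fold change was 0.441, against 0.211 in random lists of matched expression, and the share of random lists with a value as large was 5e-04. Of these genes 24 passed the threshold, 15 higher and 9 lower. Mcts2 (3.12), Igf2 (1.32), Peg10 (1.02) and H19 (-0.82) were chosen after their values were seen. Mcts2 lies within another gene, so that its count is uncertain. A candidate explanation is that imprints differ between the lines, as clones of reprogrammed cells may, in place of an effect of SRF. The random lists were matched on mean expression only. They therefore do not set this apart from a change in the mix of cells, which the endoderm and fibroblast lists leave possible. Methylation and alleles were not analysed here, and the labels do not say how many clones the libraries stand for.

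Genes of the sex chromosomes, chosen after their values were seen, gave a mixed picture with no explanation tested. Xist was at 39.3 ± 2.04 CPM in SRF KO and 21.1 ± 1.55 CPM in WT (SD, n = 3), a log2 fold change of 0.90. The Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d were present in every library at low levels. Ddx3y (0.09) and Uty (0.17) did not pass the threshold, while Eif2s3y (1.18) and Kdm5d (1.07) did. Uty passed it without WT replicate 2 (0.28), and Kdm5d did not without SRF KO replicate 1 (0.91) or WT replicate 1 (0.77).

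The spread between replicates, larger in WT, was tested for resting on 1 library. Without WT replicate 2 the dispersion ratio of SRF KO over WT was 1.17, where it was 0.254 with it. That library also lay apart on the second principal component, at -23.1. The larger spread in WT may thus come from a single library, and it says nothing about noise between cells.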
